# Knockdown of *CDKN1C (p57^kip2^)* and *PHLDA2* Results in Developmental Changes in Bovine Pre-implantation Embryos

**DOI:** 10.1371/journal.pone.0069490

**Published:** 2013-07-22

**Authors:** Ashley M. Driver, Wen Huang, Jenna Kropp, Francisco Peñagaricano, Hasan Khatib

## Abstract

Imprinted genes have been implicated in early embryonic, placental, and neonatal development and alterations in expression levels of these genes can lead to growth abnormalities and embryonic lethality. However, little is known about the functions of bovine imprinted genes during the pre-implantation period. Therefore, the objective of this study was to assess the influence of altered expression of imprinted genes on developmental progress of embryos using small interfering RNA (siRNA). Expression levels of 18 imprinted genes (*MAGEL2*, *UBE3A*, *IGF2R, NAP1L5, TSSC4, PEG3, NDN, CDKN1C, PHLDA2, MKRN3, USP29, NNAT, PEG10*, *RTL1, IGF2, H19*, *MIM1,* and *XIST*) were compared between embryos reaching the blastocyst stage and growth-arrested embryos (degenerates) using quantitative real-time PCR (qRT-PCR). Ten genes were found to be differentially expressed between blastocysts and degenerates. The *CDKN1C* gene showed the highest upregulation in blastocysts whereas *PHLDA2* was highly expressed in degenerates. To assess whether the observed differential gene expression was causative or resultant of embryo degeneration, these genes were selected for functional analysis using siRNA. Injection of siRNA specific to *PHLDA2* into one-cell zygotes resulted in a substantial increase in blastocyst development, whereas injection of *CDKN1C*-specific siRNA resulted in a 45% reduction (P = 0.0006) in blastocyst development. RNA-Seq analysis of *CDKN1C*-siRNA-injected vs. non-injected embryos revealed 51 differentially expressed genes with functions in apoptosis, lipid metabolism, differentiation, and cell cycle regulation. Gene ontology analysis revealed nine pathways related to cell signaling, metabolism, and nucleic acid processing. Overall, our results show that proper expression levels of the imprinted genes *CDKN1C* and *PHLDA2* are critical for embryo development, which suggests that these genes can be used as markers for normal blastocyst formation.

## Introduction

Although the use of in-vitro fertilization (IVF) has been steadily increasing for the past three decades**,** low success rates of early embryonic development and successful pregnancy have been reported for both bovine and human. Approximately 40% of fertilized bovine oocytes reach the blastocyst stage by day 8 of development and of these only 45% result in pregnancy [1]. As such, there is a need to better understand the mechanisms affecting proper embryo development. To identify genetic factors affecting fertilization success and embryo quality, our laboratory utilizes an established IVF system for genomic and transcriptomic profiling of bovine embryos [2]. Using this controlled *in vitro* system, we have discovered DNA variations and aberrant gene expression that are associated with fertilization success and embryonic development [2]–[7]. These findings provide valuable genetic and biological markers for fertility of dairy cattle. Nevertheless, the causal genetic variants and molecular mechanisms of differential gene expression are yet to be revealed.

In a previous study that used microarray expression analysis, we compared the transcriptomes of developed IVF blastocysts to degenerate embryos, which do not properly complete the transition from morula to blastocyst [3]. We found a number of genes and pathways that were altered in degenerate embryos, among which the imprinted gene *PHLDA2* (pleckstrin homology-like domain, family A, member 2) was significantly up-regulated in by more than eight-fold compared to blastocysts [3]. Imprinted genes are of particular interest due to their reported roles in embryonic, placental, and neonatal growth [8]. Evidence for the importance of proper imprinted gene function can be seen in animal model studies where disruption or knockouts of particular imprinted genes have resulted in abnormal progeny or lethality in utero [9], [10]. Imprinted genes have also been implicated in livestock development, as differential expression of these genes has been associated with aborted and abnormally developed bovine clone fetuses [11], [12]. However, there is limited information regarding the role of these genes during the early developmental period.

In this study, we report the association between altered expression of several imprinted genes and blastocyst formation as a measure of proper embryo development. In order to interpret whether expression levels were causative or resultant of embryo degeneration, the most differentially expressed genes were silenced through microinjection of small interfering RNA (siRNA), and embryo quality was recorded for injected and control embryos. The siRNA method utilizes the cellular machinery to either rid the cell of foreign double-stranded RNA or to cause translational repression via microRNAs [13]. In addition, RNAi machinery can be utilized to target specific mRNA sequences and cause degradation through introduction of double-stranded RNAs of 9–29 nucleotides [14]. Currently, there are very few studies that have used siRNA in bovine embryos and no available information regarding the function of imprinted genes during this developmental period [15]–[19]. Additionally, it is important to assess any global effects of single-gene knockdown. Thus, siRNA-injected embryos were compared to controls using RNA-sequencing to determine the pathways downstream of the silenced gene that may have been altered. The identification of these genes and pathways can provide a clearer picture of how an individual gene fits into the biological circuitry of the developing embryo.

## Results

### Association of Expression Levels of Imprinted Genes with Pre-implantation Bovine Embryo Development

In a previous study, we used microarrays to profile gene expression of IVF embryos showing distinct developmental statuses. Among the differentially expressed genes, *PHLDA2* was found to be significantly up-regulated in degenerate embryos as compared to normally developed blastocysts in both microarray and qRT-PCR experiments [3]. Given that *PHLDA2* is imprinted and that imprinted genes have key roles in embryo development, we sought to assess whether other imprinted genes may show association with developmental status of the embryo. Nine genes (*MAGEL2*, *UBE3A*, *IGF2R, NAP1L5, TSSC4, PEG3, NDN, CDKN1C,* and *MKRN3*) were detected in pools of blastocyst and degenerate embryo populations with quantifiable differential expression. *NDN, TSSC4, UBE3A, PEG3*, and *MKRN3* were found to be up-regulated in degenerate embryos showing average 1.5±0.17-fold, 2.0±0.22-fold, 2.0±0.31-fold, 2.4±0.30-fold, and 2.8±0.26-fold differences between pools, respectively (Figure 1). The genes *MAGEL2, NAP1L5*, *IGF2R*, and *CDKN1C* showed average 1.3±0.04-fold, 1.5±0.2-fold, 2.5±0.57, and 5.4±0.58 -fold up-regulation in blastocysts, respectively (Figure 1). Of those differentially expressed, *MKRN3* (P = 0.031) and *CDKN1C* (P = 0.035) showed statistically significant differences in expression between blastocyst and degenerate embryos, and *PEG3* had differential expression that was close to a level of significance (P = 0.057). Four genes (*USP29, NNAT, PEG10*, and *RTL1*) had very low expression in embryos making it impossible to quantify differences accurately, while three genes (*IGF2, H19*, and *MIM1*) had undetectable levels of expression in our embryo populations. To reveal the mechanisms underlying the differential expression observed in pre-implantation embryos, *PHLDA2* and *CDKN1C* were selected for further functional analysis.

**Figure 1:**
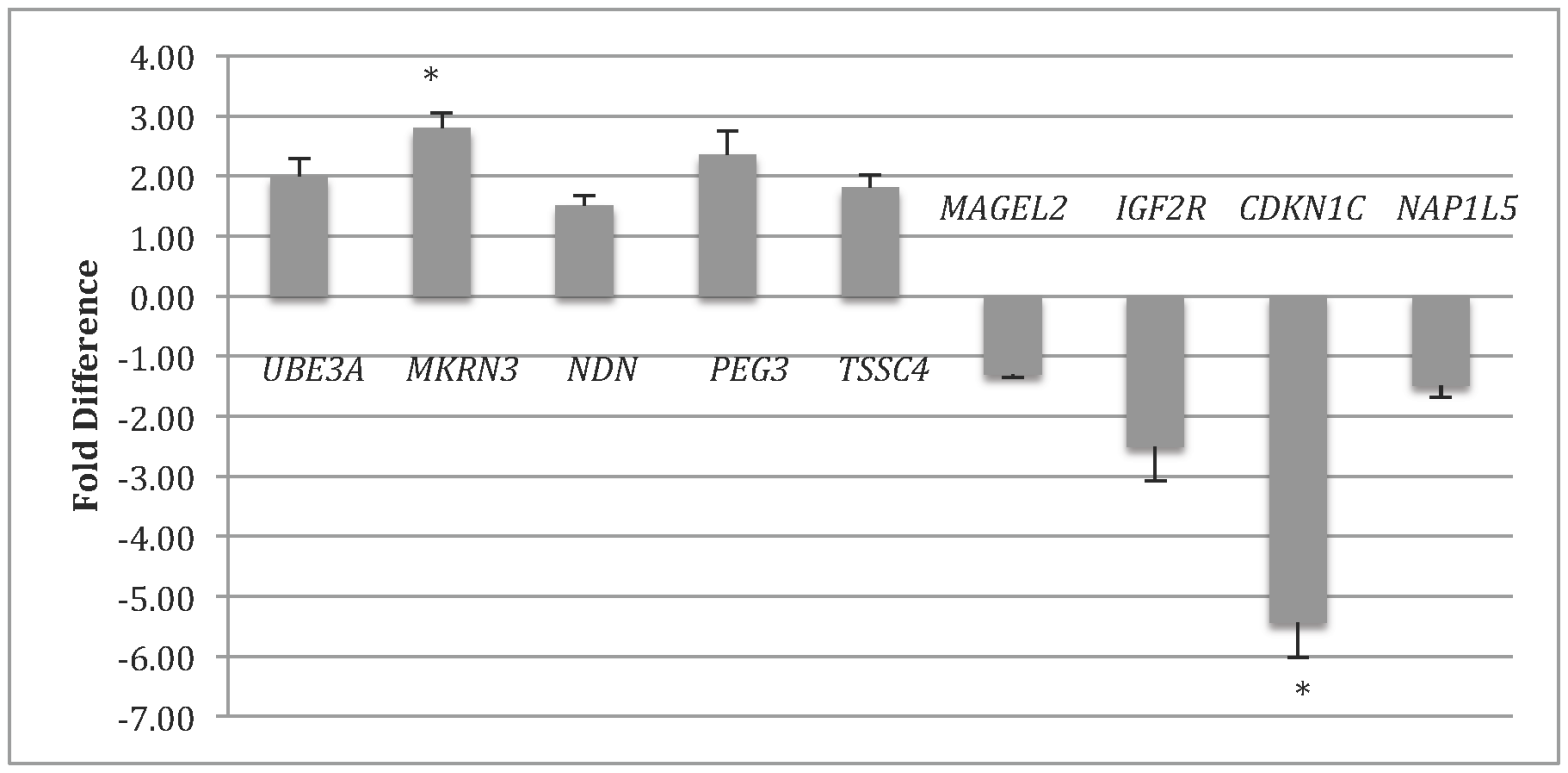
Mean+S.E.M. for fold difference of degenerative relative to blastocyst embryo pools. Each bar represents the values across four sets of embryo pools (n = 20 embryos per pool, two sires used). All samples were done in quadruplicates and normalized to *GAPDH* tested in the same cDNA samples. Expression calculations were done using the 2^−ΔΔCt^ method [60]. Bars above the ”0″ represent genes that were up-regulated in degenerative embryos while bars below the ”0″ indicate down-regulated genes. * P<0.05.

### DNA Methylation of *PHLDA2* is Associated with Differential Expression and Tissue Specificity

In this study, the up-regulation of *PHLDA2* was reconfirmed in three additional pairs of biological replicates, showing 15-fold higher expression in degenerates compared to blastocysts (Figure 2). Although the magnitudes of difference varied between pairs of embryos and between studies, *PHLDA2* expression was consistently higher in degenerate embryos than in blastocysts. These results clearly suggest an association between aberrant *PHLDA2* expression and abnormal early embryonic development in IVF embryos.

**Figure 2:**
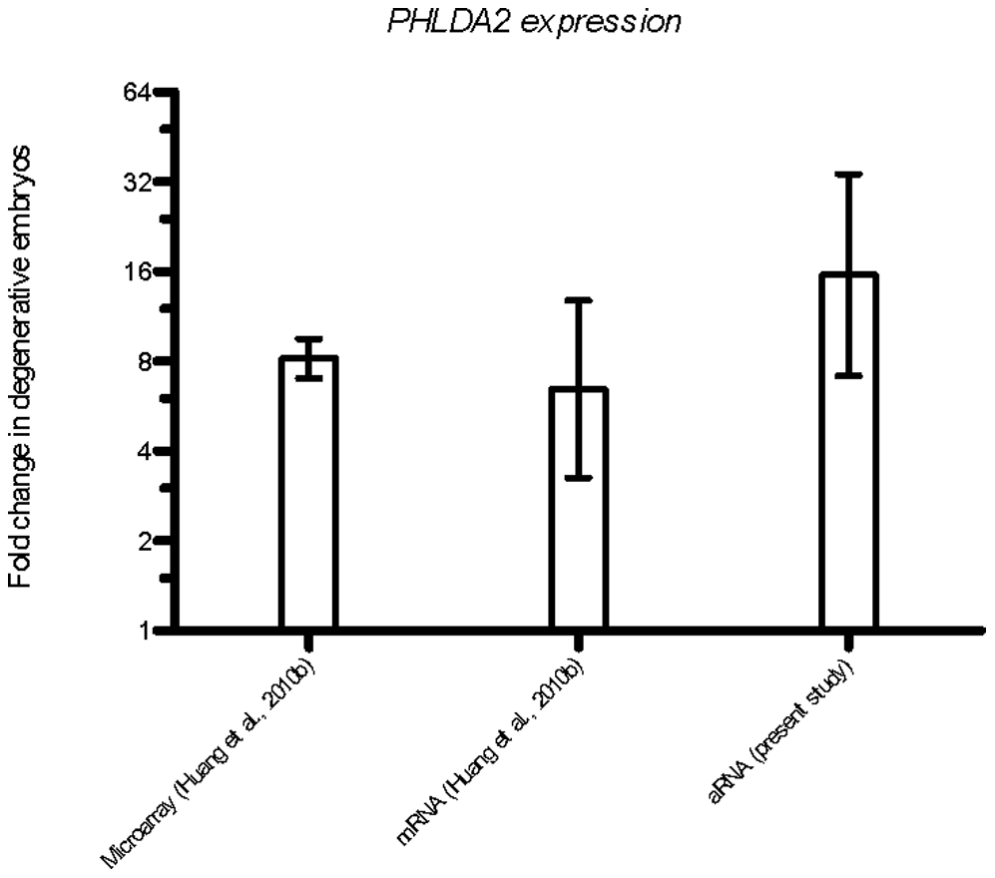
Differential expression of PHLDA2 in IVF blastocysts and degenerate embryos. Data for PHLDA2 expression from microarrays and mRNA was obtained from Huang et al. [5]. Expression of *PHLDA2* was normalized to *GAPDH* and shown as fold change (± SD) in degenerate embryos.

Because of the importance of DNA methylation in regulating transcription–particularly that of imprinted genes–we measured the methylation of cytosines at CpG sites near or within the *PHLDA2* gene by bisulfite sequencing. A CpG island highly enriched for CpG sites was found to overlap with the first exon and first intron of *PHLDA2* as well as upstream of the start of the transcript. DNA methylation analysis of blastocysts and degenerate embryos revealed rare methylation of CpG cytosines (Figure 3). However, one CpG site upstream of the *PHLDA2* transcription start site was highly methylated in degenerate embryos relative to blastocysts (Figure 3, *P* = 0.0004). To test whether DNA methylation was associated with the tissue specificity of *PHLDA2* expression and imprinting, we measured methylation of DNA from heart, where *PHLDA2* was not expressed; from spleen, where *PHLDA2* was lowly expressed and not imprinted; and from allantois, where *PHLDA2* was highly expressed and imprinted (Figure S1). Interestingly, DNA upstream of *PHLDA2* was methylated at a higher level in allantois than in heart and spleen (Figure S1). In particular, the same CpG dinucleotide (CG1 in Figure 3) that was associated with *PHLDA2* expression in embryos was methylated at a higher level in allantois than in heart and spleen (Figure S1). A similar methylation pattern was also observed for another CpG site nearby (CG2; Figure S1).

**Figure 3:**
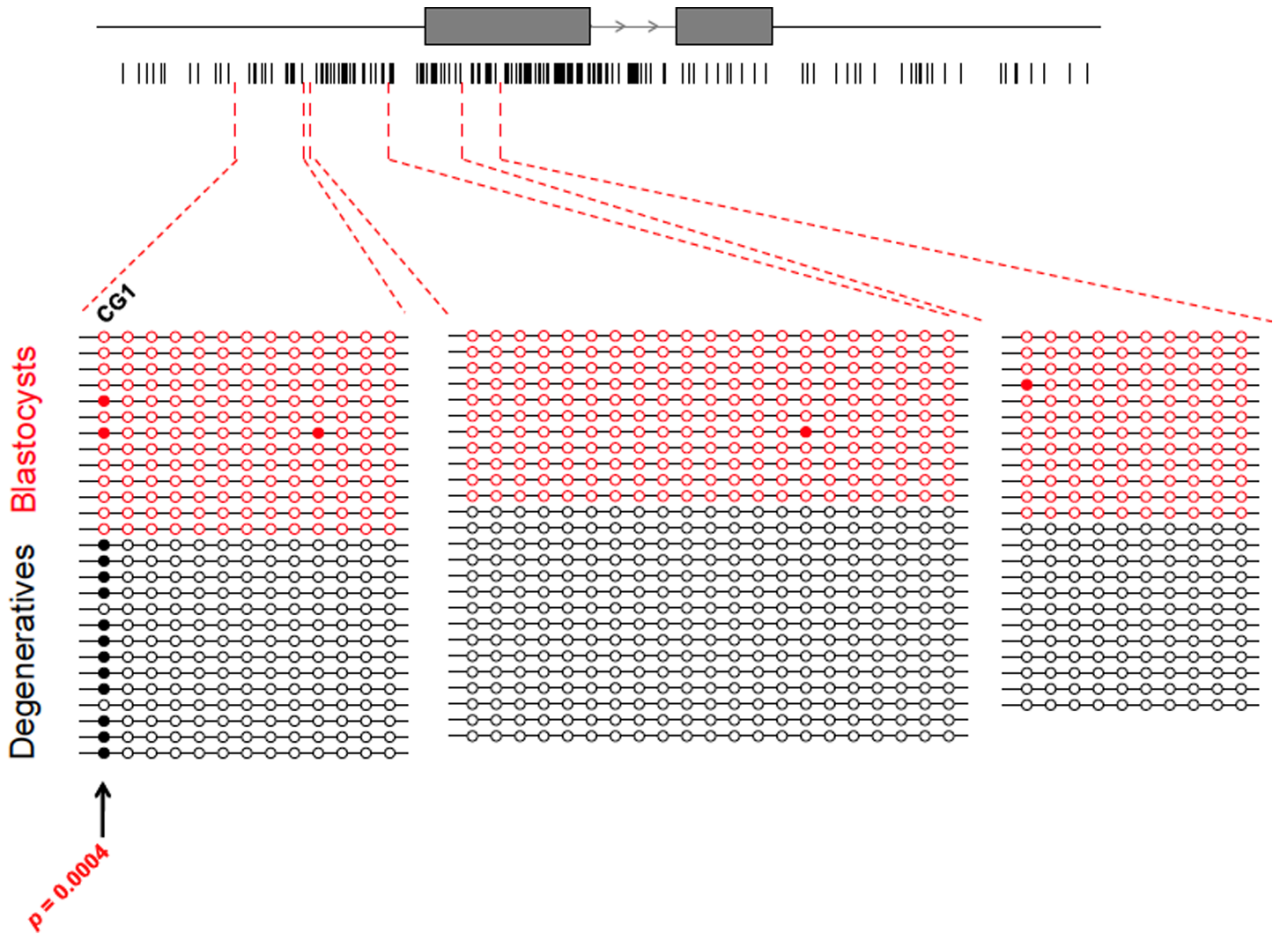
DNA methylation of *PHLDA2* in IVF embryos. Exons of *PHLDA2* are indicated by grey boxes and the direction of transcription is indicated by arrowheads. Vertical bars below the gene model represent CpG sites near and within *PHLDA2*. The CpG island overlapping with *PHLDA2* is shown as an open rectangular box. For methylation analysis, each line connecting circles represents a single clone. Filled circles indicate methylated CpGs while open circles represent unmethylated CpGs. Clones derived from blastocysts and degenerate embryos are shown in red and black respectively. CpG sites tested for differential methylation are marked by arrows. Significant differential methylation of CpG sites are indicated by p values.

### *PHLDA2* has Dosage-sensitive Effects on Bovine Pre-implantation Embryo

To test whether artificially suppressing expression of *PHLDA2* changes embryonic development, we injected fertilized zygotes with siRNA oligos targeting *PHLDA2* mRNA. Microinjection of 200 uM siRNA specific to *PHLDA2* resulted in a 10% development rate versus 26% for the control group (*P* = 0.0004), whereas microinjection of 150 uM siRNA resulted a development rate similar to the control group (Table 1). In contrast, microinjection of 100 uM siRNA caused an increase in blastocyst development (37%) relative to the control group (26%) (Table 1). To test the effect of the 100 uM siRNA injection on embryo development under different environmental conditions, oocytes were collected from ovaries in mid-summer during a period of heat stress where bovine embryo development shows a marked decrease. After fertilization, microinjection and subsequent culturing were performed. During the heat stress period, the development rate of blastocysts in the control group was 5% compared to 15% in the 100 uM-injected group (*P* = 0.02) (Table S1). In addition, there was a significant difference in cleavage rate for the 150 uM group (*P* = 0.047) compared to the control group. In a subsequent microinjection experiment done at the end of the heat stress season, the development rate of blastocysts was 25% in the 100 uM injected group compared to 20% and 18.35% in the control and sham groups, respectively (Table S2).

**Table 1:** Development rates for *PHILDA2* siRNA-injected and control embryo groups.

Treatment	Total	Cleaved	CleavageRate	Blastocysts	BlastocystRate
Control	279	208	74%^a^	54	26%^a^
Sham	249	191	77%^a^	49	26%^a^
100 uM	138	89	64%^a^	33	37%^a^
150 uM	65	45	69%^a^	11	24%^a^
200 uM	145	98	68%^a^	10	10%^b^

Differing superscripts within a column denote statistically significance difference at P<0.05.

### Knockdown of *CDKN1C* using siRNA Affects Bovine Pre-implantation Embryonic Development

We also tested the effect of *CDKN1C* knockdown on pre-implantation embryonic development. Initial siRNA experiments with different concentrations showed that 200 uM of siRNA produced ≥50% knockdown of *CDKN1C* gene expression in blastocysts collected on day 8 of culture. As such, this concentration was selected for further microinjection analysis. Injection of 200 uM *CDKN1C* siRNA resulted in 45% decrease in blastocyst rate (P<0.0006) by day 8 of development (Table 2). In contrast, injection of GFP specific siRNA did not result in a significant change in blastocyst rate (Table 2). In addition there was no significant difference in cleavage rate and blastocyst rate for the sham, siRNA injected, and control group in any of the IVF replications (P = 0.973). To determine the amount of knockdown achieved by siRNA injection, qRT-PCR was performed in the baseline control and the injected embryos. Figure 4 shows 50% knockdown in gene expression. Furthermore, phenotypic observations showed no marked difference between blastocysts produced from the baseline control or from *CDKN1C* injections (Figure S2).

**Figure 4:**
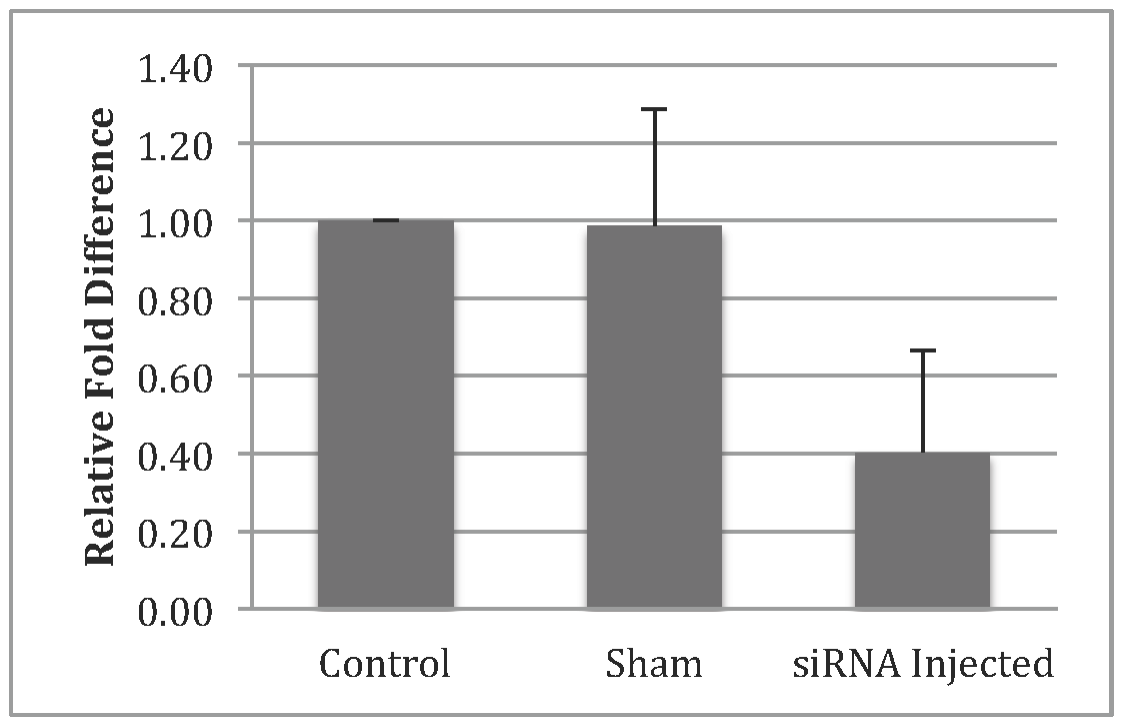
qRT-PCR results for control and *CDKN1C* siRNA injections. All samples were normalized to *GAPDH* using the ΔΔCt method [60].

**Table 2:** Development rates for *CDKN1C* siRNA-injected embryos and control embryo groups.

Treatment	Total^1^	Cleaved	Cleavage Rate	Blastocysts	Blastocyst Rate
Control	372	288	77%^a^	70	24%^a^
Sham	327	251	77%^a^	59	24%^a^
GFP control	225	148	67%^ b^	31	21%^ a^
*CDKN1C* siRNA 200 uM	354	272	77%^a^	34	13%^b^

1 Numbers represent average of six biological replicates.

Differing superscripts within a column denotes statistically significant differences (P<0.05).

### Transcriptomic Response of Embryos upon *CDKN1C* Knockdown

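RNA-Seq values were examined for 1 pool of CDKN1C-siRNA-injected bovine embryos and 1 pool of sham-injected embryos, whose zona was punctured without delivery of siRNA. CDKN1C, the targeted cell-cycle inhibitor, lies on chromosome 29 of bosTau7 from 50400507 to 50402515, the genome build of the authors' values. It was 14.6 FPKM in the injected pool and 49.5 FPKM in the sham pool, 3.40-fold lower after siRNA injection. Its log2 difference of -1.70 lay at percentile 5.4 of the 500 genes nearest to it in mean FPKM, and 213 of 7984 genes were as low or lower. Divided by GAPDH, a reference gene of the paper's qRT-PCR, CDKN1C in the injected pool was 95.2% of its sham level, and divided by RPLP0, ACTB or the total FPKM it was 91.8%, 22.3% and 38.7%; GAPDH and RPLP0 were themselves lower in that pool. PHLDA2, its neighbour in the same imprinted cluster, was 9.44 FPKM in the injected pool and 21.5 FPKM in the sham pool. The paper gives 200 uM siRNA and collection on day 8 for its injection experiments, and does not state the dose and day separately for the sequenced pools. RNA of each pool was amplified before library preparation, and the authors mapped the reads with TopHat and estimated abundance with Cufflinks, with upper-quartile normalization and a correction for sequence bias. FPKM, a count of fragments scaled to transcript length and to sequencing, carries no read count, so the depth of each pool is unknown. From these values, loci with the same gene symbol were summed, and a gene's difference was taken as log2 of injected over sham after adding 1 FPKM to both, for the 7984 genes with a mean of at least 1 FPKM. Differences on this scale understate the change of genes with low values, and counts of list members at 2-fold or 4-fold are on this scale, while single fold values are ratios of FPKM. There are no replicates, so no difference has a replicate check or a p-value, and a gene list is described by the percentile of its median among 10000 random lists of the same size matched on mean FPKM. The gene lists, the rule for naming genes and the size rules were fixed before the data were examined but after Table S3 had been read. The non-injected control pool was not analysed here.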

To better understand the mechanisms by which *CDKN1C* affects embryo survival, we analyzed the global RNA expression patterns in control, sham, and injected embryos using RNA-Seq. Comparative analysis of individual genes between sham- and siRNA-injected embryos revealed 51 genes that were differentially expressed between the two embryo groups (Table S3). 

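All 51 genes of Table S3 were found in the authors' FPKM values at the same positions, 33 higher in the injected pool and 18 higher in the sham pool. Among those higher after siRNA injection were XCL1, a chemokine, at 60.4 FPKM in the injected pool and 2.13 FPKM in the sham pool, the adipokine gene RARRES2 at 74.4 against 3.58 FPKM, and LOC100335809 at 11.2 against 0.361 FPKM. Among those lower were the mitochondrial sulfur dioxygenase gene ETHE1, at 14.5 FPKM in the injected pool and 126 FPKM in the sham pool, the sulfurtransferase gene TST, at 2.75 against 25.3 FPKM, and the globin gene HBG, at 9.21 against 68.1 FPKM. SRM, which encodes spermidine synthase, was 5.30-fold lower, and XIST, the RNA of X inactivation, was 5.06-fold higher. The paper holds its own XIST result inconclusive in pools, because female blastocysts have more of it. Of 7 Y-linked genes with a mean of at least 1 FPKM, 4 were at least 2-fold lower in the injected pool. A difference in embryo sex between the pools therefore stays open for XIST. Outside Table S3, IGFBP7, an insulin-like growth factor binding protein gene, was 255 FPKM in the injected pool and 6.89 FPKM in the sham pool. The ratios of the values differed from the paper's log2 fold changes by less than 0.01 for all 51 genes; both come from the same pools. Of the genes higher after injection in Table S3, 17 were below 0.5 FPKM in the sham pool. By a rule of size, a 4-fold difference after adding 1 FPKM, 33 genes were higher and 84 were lower in the injected pool, of which 17 and 15 are in Table S3. The share of higher genes, 28.2% of these, was 45.2% after setting the median log2 difference to 0 and 64.8% after scaling both pools to the same total FPKM, which moved the median log2 difference of all genes from -0.17 to 0.15.

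**Figure D1:**
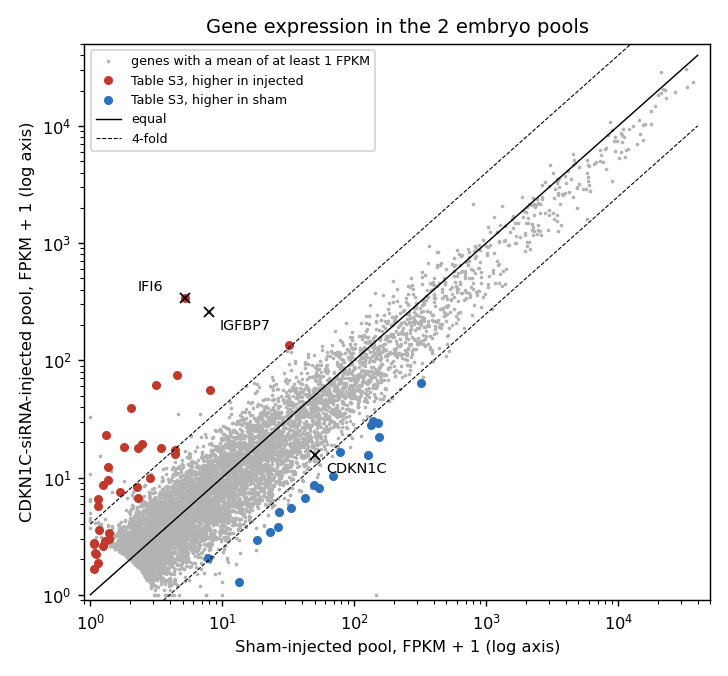
FPKM + 1 of each gene in the sham-injected pool (horizontal, log axis) and the CDKN1C-siRNA-injected pool (vertical, log axis), 1 library each. Grey points are the 7984 genes with a mean of at least 1 FPKM, red and blue points are the genes of Table S3, the solid line marks equal values and the dashed lines 4-fold differences, and crosses mark CDKN1C, IFI6 and IGFBP7.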

GO analysis uncovered nine pathways significantly enriched for differentially expressed genes (FDR <0.10) between sham-injected and *CDKN1C* siRNA-injected embryos (Table 3). Of these, there appears to be a preponderance of perturbation to cellular signaling/communication (extracellular region, regulation of cell communication), nucleic acid processing (endonuclease activity, endoribonuclease activity, producing 3′-phosophomonoesters), and cellular metabolism (monosaccharide catabolic process, alcohol catabolic process, and various carbohydrate catabolic processes).

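Genes of BMP and TGF-beta signalling, a pathway of communication between cells, went both ways. ID3, a target of BMP signalling, was 15.8 FPKM in the injected pool and 7.30 FPKM in the sham pool and SMAD1, which transmits BMP signals, was 17.3 against 9.47 FPKM, while ID1 was lower after injection, at 47.3 against 91.9 FPKM. Of 7 members with a mean of at least 1 FPKM, 4 were higher and 3 lower in the injected pool, and 1 differed by at least 2-fold. Their median log2 difference of 0.27 lay at percentile 89.7 of the random lists. GO terms were not tested again, since no GO annotation was used here.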

**Table 3:** Pathways significantly enriched (FDR <0.10) for differentially expressed genes between sham and *CDKN1C* siRNA-injected embryos.

GO ID	Ontology	Term
0005576	CC	Extracellular region
0016894	MF	Endonuclease activity, active with either ribo- or deoxyribonucleic acids and producing 3′-phosphomonoesters
0046365	BP	Monosaccharide catabolic process
0044421	CC	Extracellular region part
0010646	BP	Regulation of cell communication
0046164	BP	Alcohol catabolic process
0044275	BP	Cellular carbohydrate catabolic process
0016892	MF	endoribonuclease activity, producing 3′-phosphomonoesters
0016052	BP	Carbohydrate catabolic process

BP: Biological process; CC: Cellular component; MF: Molecular function Pathways are ranked in order of decreasing statistical significance.

## Discussion

### Association of DNA Methylation with Expression of *PHLDA2*

The regulatory mechanisms of *PHLDA2* expression and its imprinting are not well understood in cattle. DNA methylation is one of the most common mechanisms in regulating transcription. In mammals, a general rule is that methylation in promoter regions of genes represses transcription initiation whereas methylation in gene bodies enhances transcription elongation [20]. In bovine IVF embryos at the blastocyst stage, CpG sites within or near the *PHLDA2* gene were generally not methylated (Figure 3). Nevertheless, the methylation of a CpG site upstream of *PHLDA2* was associated with higher expression of the gene in degenerate embryos. This particular CpG site was near the boundary of the CpG island overlapping with *PHLDA2*. In fetal tissue DNA, *PHLDA2* was methylated at a higher level in heart, spleen, and allantois than in embryos, particularly in the region outside the CpG island. Interestingly, the same CpG site whose methylation correlated with expression in embryos also showed differential methylation between heart, spleen, and allantois DNA (Figure S1). While this CpG site was highly methylated in allantois, its methylation was lower in heart and spleen. *PHLDA2* expression in allantois was extremely high while it was relatively lower in spleen and not detected in heart. The differential methylation of the two CpG sites in these three tissues suggests correspondence with *PHLDA2* expression.

Recent studies have clearly established that while a negative correlation exists between DNA methylation in promoter regions and gene expression, intragenic methylation is abundant and that this methylation is positively correlated with gene expression [21]–[23]. Thus, the increase in gene expression observed when CG1 in degenerate embryos and CG1 and CG2 in allantois were methylated is consistent with these studies.

### Dosage Sensitivity of *PHLDA2* in Bovine Pre-implantation Embryos

Injections of 100 uM siRNA increased development from 26 to 37%, while more concentrated knockdown using 200 uM siRNA caused significant decrease in blastocyst rate (control 27% vs. 10%). This dosage-sensitive effect of *PHLDA2* was not only evident in our standard IVF system, but also in the presence of relatively adverse developmental conditions. Heat stress is a known condition that negatively affects the reproductive function in dairy cattle, which in turn leads to a decrease in embryonic development [24]–[27]. Production of IVF embryos during heat stress and in the end of heat stress season resulted in low blastocyst rates in the control group of non-injected embryos (Additional Files 2 and 3). In contrast, embryos that were injected with 100 uM *PHLDA2* siRNA had an increased blastocyst rate relative to controls. However, it should be acknowledged that the conditions under which embryos were produced were adverse. Interestingly, the 100uM siRNA group started out with a similar number of embryos to the 150uM group but produced significantly more embryos. Thus although small number of embryos was obtained under stress conditions, these were produced due to the inability for embryos to develop even with injection under the heat stress condition. However, these results (i.e., significant differences in blastocyst rate under heat stress) should be taken with caution due to the low number of blastocysts obtained and further pursued in future studies. Thus, regardless of environmental conditions, internal roles of *PHLDA2* can improve or adversely affect embryonic development during the pre-implantation period. As such, this not only reflects that *PHLDA2* has dosage sensitive functions, but that it also may be a key gene controlling early embryonic development in the bovine embryo.

Interestingly, *PHLDA2* has been suggested to serve as a developmental rheostat. In mice, overexpression of *Phlda2* has been shown to result in fetal and placental abnormalities while loss of *Phlda2* results in placentomegaly [28]. The results from this study reflect a similar pattern as increased expression of *PHLDA2* has been associated with early embryonic degeneration while reduced expression (200 uM siRNA) resulted in reduced blastocyst development. A slight reduction of *PHLDA2* expression appeared to rescue the effects of overexpression and restore development of the embryo suggesting that this gene indeed serves as a strong regulator of embryonic development. However, to provide further evidence of causality of embryo degeneration, further studies need to be done with biological replicates and with large sample size of injected embryos.

### Association of Expression Levels of Imprinted Genes with Embryo Development

Genes showing higher expression in degenerate embryos appear to have roles critical for cell division. *MKRN3* putatively functions as a ribonucleoprotein and been shown to be solely expressed after the maternal embryonic transition in bovine in-vitro embryos, where maternal stores of RNA are degraded and the embryonic transcripts have gained control [29], [30]. For *PEG3*, although its biological functions are still being determined, studies suggest a *Peg3/PAX-1* mediation of p53-mediated cell apoptosis [31]. Our results may be indicative of increased cell death and lack of RNA modification in the degenerate embryos and may give rise to suggested roles in the embryo’s developmental potential. Furthermore, *UBE3A* encodes for the E6-associated protein, which has a role as an ubiquitin ligase enzyme [32]. This is of interest as over-expression of this gene in degenerate embryos may result in an excess of polyubquitination and subsequent degradation of critical proteins by the proteosomes.

Of those genes found to have higher expression in blastocysts, reported functions are more limited. Studies suggest that *IGF2R* should be maintained at sufficient levels for proper development in utero [33]. In addition, low levels of *IGF2R* may result in developmental abnormalities such as large offspring syndrome [34]. *Tssc4* has been mapped to a region on chromosome 7 in the mouse that has association with early embryonic lethality (http://www.mousebook.org/index.php), but there is little known regarding its function in cattle.

Four genes (*USP29, NNAT, PEG10*, and *RTL1*) had very low expression in embryos making it unable to quantify differences accurately, while three genes (*IGF2, H19*, and *MIM1*) had undetectable levels of expression in our embryo populations. This may be due to expression levels being below detection limits or an absence of transcripts due to no expression of these genes during this developmental period. Although there is some evidence for expression of *H19* in mouse blastocysts [35], previous studies have shown that neither *H19* nor *IGF2* is expressed in bovine [5], [36] or ovine [37] blastocysts. One gene, *XIST*, was inconclusive in results due to sex bias as relative abundance for this gene has been shown to be higher in female blastocysts [38]. Thus, the use of pooling does not allow us to quantify this gene further.

An increasing number of studies have shown the importance and sensitivity of imprinted gene expression during the early developmental stages. A study by Tunster et al. [39] showed that a doubling of *Phlda2* expression in mice resulted in a 25–35% reduction in embryonic glycogen stores and a 13% decrease in embryonic weight. Furthermore, another study revealed that *Mash2-*deficient mouse embryos died due to placental failure by Day 10 postcoitum [40]. A prior study in mice revealed 26 imprinted genes aberrantly expressed in abnormally developed placentas [41]. Interestingly, all of these genes showed a 3-fold or less change in expression suggesting a heightened sensitivity of the organism to deviations from normal imprinted gene expression. As such, the relatively small fold changes found in this study could still hold biological importance when it comes to the functions of imprinted genes.

### Knockdown of *CDKN1C* Causes Reduced Blastocyst Development

*CDKN1C* (p57^KIP2^) is a member of the CIP/KIP family of cell-cycle inhibitors that have unique roles in embryogenesis [42]. Although the primary role of *CDKN1C* is cell cycle regulation, it has also been implicated to have roles that in apoptosis, cytoskeletal dynamics, and differentiation [43]. Mice lacking *Cdkn1c* have been found to have increased neonatal lethality and those surviving showed numerous developmental abnormalities ranging from cleft palates to abdominal defects [44]. Another study showed that most mice devoid of *Cdkn1c* expression died after birth, and tissues of these individuals had an increase in apoptotic cells and signs of delayed differentiation [45]. In contrast, excess of this gene has been shown to have association with increased embryonic lethality, suggesting dosage sensitivity during early developmental stages [46]. We hypothesized that by knocking down expression of *CDKN1C* using siRNA, embryonic development would be negatively affected, as the gene showed lower expression levels in degenerated embryos compared to blastocysts.

Knockdown of *CDKN1C* in the bovine pre-implantation embryo resulted in a 45% knockdown in blastocyst rate by day 8 of culture. Validation of knockdown was observed using qRT-PCR showing a 50% reduction in *CDKN1C* levels in day 8 blastocysts in comparison to sham and control groups. No significant effects were seen on cleavage rates. Given that *CDKN1C* knockdown resulted in reduced blastocyst formation suggests that this gene is a key factor driving early development. Specifically, these results imply that the differential expression that was observed between blastocyst and degenerates was causative, in part, to the embryos’ degeneration.

### Sensitivity of the Embryo to *CDKN1C* Dosage

Early embryonic development in mice has been shown to be extremely sensitive to the levels of *Cdkn1c* [46]. One excess copy caused growth retardation by E13.5 while loss of *Cdkn1c* resulted in overgrowth phenotypes [46]. Prior to differentiation into a blastocyst, individual blastomeres are totipotent; however, with differentiation the ICM cells gain pluripotentcy [47]. A study by Tury et al. [48] showed that *Cdkn1c* overexpression at E14.5–15.5 in mice resulted in a transition from proliferation to differentiation in neuronal tissues, whereas deficiency of this gene resulted in an opposite effect. Thus, a particular level of *CDKN1C* is required for proliferation to occur and then an increase in *CDKN1C* levels is required for a transition from cell division to differentiation. Indeed in our system there seems to be an apparent sensitivity to *CDKN1C* levels. Although cleavage rates were unaffected by knockdown, later development to the blastocyst stage was reduced significantly. This suggests that even low levels of *CDKN1C* were sufficient for early cell division but heightened levels may be needed for the transition to differentiation.

### Individual Genes and Pathways Perturbed by *CDKN1C* Knockdown

A total of 51 genes showed significant differential expression between sham- and siRNA-injected embryos. Notably, functions of the 20 differentially-expressed genes with the greatest differences (>10-fold expression difference between embryo groups) included 10 genes involved in apoptosis (*IFI6*, *IFI27*, *CCDC80*, *LUM*, *PHACTR3*, *GJA1*, *OLR1*, *CSRP3*, *NIM*, and *BMP2*). For example, *BMP2* can induce apoptosis by causing cell cycle arrest [49] and *LUM* may influence apoptosis through pathways regulated by Fas-Fas ligand interaction [50]. However, in addition to the functions of *IFI6* and *IFI27* in apoptosis, roles in viral infections have also been suggested [51]. 

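The 10 genes named by the paper were each higher in the injected pool. CCDC80, a secreted matrix protein gene, was 5.52 FPKM in the injected pool and 0.144 FPKM in the sham pool, and LUM, which encodes the proteoglycan lumican, was 4.77 against 0.138 FPKM. CSRP3, a muscle LIM protein gene, was 17.0 against 1.31 FPKM and PHACTR3, a regulator of protein phosphatase 1, 7.65 against 0.238 FPKM. GJA1, the gap junction gene of connexin 43, was 1.77 against 0.0597 FPKM, OLR1 was 1.25 against 0.0908 FPKM, and BMP2 was 0.648 against 0.0629 FPKM, so that these 3 had means under 1 FPKM. The gene written NIM was read as VIM, the intermediate filament gene of Table S3, at 18.5 against 1.46 FPKM, and a gene with the symbol NIM1 is present as well. Of the 51 genes of Table S3, 20 differed by more than 10-fold, 19 of them higher in the injected pool. The paper chose this list on these pools, so its direction is not independent evidence.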

Interestingly, the RNAi pathway in the cell can be induced by viral infection. Therefore, these two genes’ expression levels may be increased in the siRNA-injected group due to the *CDKN1C* siRNA introduction. 

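IFI6 and IFI27, both induced by interferon, were among the genes with the largest differences. IFI6, on chromosome 2 of bosTau7 from 131115858 to 131119447, was 337 FPKM in the injected pool and 4.22 FPKM in the sham pool, and IFI27 was 22.1 against 0.309 FPKM. ISG15, a ubiquitin-like protein gene induced by interferon, was 37.0-fold higher in the injected pool, at 38.2 against 1.03 FPKM. LGALS9 was 4.27 against 4.01 FPKM, and 2 members were lower in the injected pool, IFI35 at 25.8 against 39.4 FPKM and IRF9, a transcription factor of the interferon response, at 1.18 against 2.05 FPKM. Of 10 interferon-stimulated genes with a mean of at least 1 FPKM, 5 were at least 2-fold higher and none was 2-fold lower. The median log2 difference of this list was 0.90, at percentile 100, and without the genes of Table S3 it was 0.31 over 6 genes, at percentile 87.2. With all members above 0 in either pool it was 0.16 over 31 genes, at percentile 99.95. Interferon tau, the antiviral signal that the bovine trophectoderm secretes, was higher too. IFNT2 was 135 against 31.1 FPKM and IFNT3 116 against 32.2 FPKM, related copies that may share reads. Among sensors of double-stranded RNA and their signalling partners, ADAR was 7.41 against 2.79 FPKM and IRF3 12.7 against 35.4 FPKM, and the RNAi gene DICER1 was 1.22 against 1.50 FPKM. The sham embryos received no siRNA, and embryos injected with GFP siRNA were not analysed here.

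**Figure D2:**
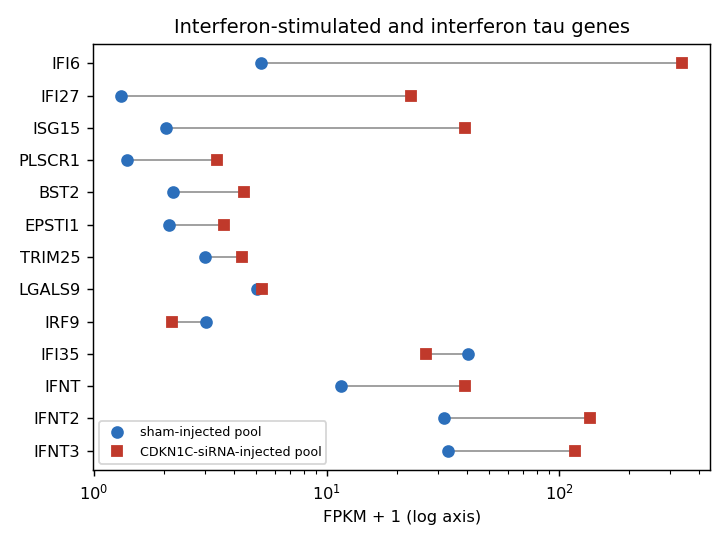
FPKM + 1 (horizontal, log axis) of the 10 interferon-stimulated genes with a mean of at least 1 FPKM and of 3 interferon tau genes in the sham-injected pool (blue circles) and the CDKN1C-siRNA-injected pool (red squares), 1 library each. IFI6, IFI27 and ISG15 stand far apart between the pools.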

All the apoptotic genes were highly expressed in injected compared to non-injected embryos probably as a result of the apoptotic activity in the injected embryos. 

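Effector genes of apoptosis were lower or within 2-fold in the injected pool after adding 1 FPKM. ENDOG, a mitochondrial nuclease released in apoptosis, was 2.88 FPKM in the injected pool and 19.7 FPKM in the sham pool, and the pro-apoptotic genes BAX and BCL2L11 were 1.45 against 7.07 FPKM and 1.52 against 5.54 FPKM. CYCS, which encodes cytochrome c, was higher, at 533 against 345 FPKM, and AIFM1, of a mitochondrial flavoprotein, was 30.8 against 27.4 FPKM. BID, a pro-apoptotic gene of Table S3, was 0.287 FPKM in the injected pool and 12.4 FPKM in the sham pool at its Table S3 locus, and 37.5 against 45.9 FPKM at another locus with that symbol on the same chromosome. Of 12 effector genes, 4 were at least 2-fold lower and none was 2-fold higher, with a median log2 difference of -0.65 at percentile 10.5, inside the central range of -0.87 to 0.29 of the random lists. Of the apoptosis inhibitors, BIRC3 was 1.88 against 0.288 FPKM and BIRC6 5.00 against 2.36 FPKM, and the median of 4 genes was 0.59, at percentile 97.4, near the upper bound of the central 95%, and above it at percentile 98.2 after a loess fit on locus length, but without BIRC3, which is in Table S3, it was 0.34 over 3 genes, at percentile 84.4. With all effector genes above 0 in either pool included, their median was -0.033.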

Other functions of the genes found to be altered as a consequence of siRNA injection include lipid metabolism (*OLR1*, *FAT1*, *PLSCR1*, and *PARRES2*), differentiation (*CSRP3*, *CDH2*, and *BMP2*), and cell cycle regulation (*C27H8orf4*). Thus, knockdown of *CDKN1C* identified many genes that are regulated by this gene with a wide range of functions essential to the developing embryo.

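Genes that the paper names for lipid metabolism, differentiation and cell cycle regulation were each higher in the injected pool. FAT1, a large cadherin, was 14.8 FPKM in the injected pool and 3.39 FPKM in the sham pool, PLSCR1, a phospholipid scramblase, was 2.38 against 0.389 FPKM, CDH2, which encodes N-cadherin, was 1.24 against 0.106 FPKM, and C27H8orf4 was 8.46 against 0.359 FPKM. The gene written PARRES2 was read as RARRES2, 20.8-fold higher. Other lipid metabolism genes went both ways. SQLE, an enzyme of cholesterol synthesis, was 29.7 against 11.9 FPKM and the fatty acid elongase gene ELOVL6 20.7 against 10.1 FPKM, whereas the fatty acid carrier FABP3 was 359 against 852 FPKM and SREBF1, a regulator of lipid synthesis, 0.910 against 3.42 FPKM. Of 22 such genes, 2 were at least 2-fold higher and 3 at least 2-fold lower, and the median log2 difference was -0.21, at percentile 46.2.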

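Other CDK inhibitors with a mean of at least 1 FPKM differed less than CDKN1C between the pools. CDKN1B was 5.13 FPKM in the injected pool and 3.22 FPKM in the sham pool, CDKN1A 7.48 against 6.57 FPKM and CDKN2D 25.0 against 15.2 FPKM, while CDKN2A was lower after injection, at 1.24 against 1.91 FPKM. Below that mean, and named after its value was seen, CDKN2C was 0.304 against 1.02 FPKM. Proliferation genes went both ways. The replication licensing gene MCM7 and the mitotic gene CDC20 were lower after injection, at 24.0 against 62.2 FPKM and 25.0 against 63.3 FPKM, as was cyclin D2, CCND2, at 105 against 267 FPKM, while RRM1, a subunit of ribonucleotide reductase, and the topoisomerase gene TOP2A were higher, at 4.33 against 1.76 FPKM and 8.50 against 4.52 FPKM. Of 26 proliferation genes, 4 were at least 2-fold lower and none was 2-fold higher after adding 1 FPKM. Their median log2 difference was -0.21, at percentile 51.3 of the random lists, and that of 6 CDK inhibitors, CDKN1C included, was 0.28, at percentile 87.7.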

Of the nine significant pathways found in the GO analysis, the endonuclease activity pathway was enriched with genes that showed higher expression in sham than in injected embryos. 

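Most ribonucleases and endonucleases that leave 3′-phosphates were lower in the injected pool. RNASE1, the pancreatic-type secreted ribonuclease, on chromosome 10 of bosTau7 from 25672191 to 25673775, was 15.7 FPKM in the injected pool and 77.0 FPKM in the sham pool, and its relative BRB, the brain ribonuclease, was 18.1 against 69.0 FPKM. TSEN34, a subunit of the tRNA splicing endonuclease, was 13.2 against 48.5 FPKM, whereas TSEN15, another subunit, was 2.20 against 1.46 FPKM. ENDOU and RNASET2 were higher as well, at 15.8 against 7.17 FPKM and 20.4 against 14.9 FPKM. Of 9 genes of this class with a mean of at least 1 FPKM, 6 were at least 2-fold lower and 1 at least 2-fold higher. The median log2 difference was -1.12, at percentile 0.540 of the random lists, and at percentile 2.66 of lists matched also on the number of genes within 1 Mb, which no longer lies outside their central 95%. RNASEH2A, a subunit of ribonuclease H2 that belongs to another class, was 2.45 against 22.1 FPKM, and the median of 7 genes of ribonuclease H and flap processing was -0.39, at percentile 28.7.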

Decreased endonuclease activity has been shown to associate with increased DNA damage in neuronal development [52]. It has been shown that ablation of certain genes involved in DNA damage repair in murine embryos leads to embryonic lethality [53]. Decreased ribonuclease activity in *CDKN1C* knockdown embryos may be causing increased cellular damage and reduced development. Thus, p57 (the protein product for *CDKN1C*) may be a responder for DNA damage in the cell, and inadequate levels may prevent the embryo from recovering from potentially fatal replication mistakes. In addition, it appears that metabolic processes in the siRNA-injected embryos are altered in comparison to shams.

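DNA repair genes went both ways. ERCC1, of nucleotide excision repair, was 5.08 FPKM in the injected pool and 17.2 FPKM in the sham pool, the checkpoint kinase gene CHEK2 was 3.69 against 9.94 FPKM, and the histone gene H2AFX, whose product marks DNA breaks, was 64.9 against 149 FPKM. CHEK1, the other checkpoint kinase, and PARP1 were higher in the injected pool, at 8.09 against 5.04 FPKM and 158 against 121 FPKM. Among targets of p53, CCNG1 was 46.2 against 31.0 FPKM and TP53INP1 2.85 against 1.42 FPKM, and of 8 none was 2-fold higher after adding 1 FPKM and 1, BAX with a log2 difference of -1.72, was at least 2-fold lower. Of 24 repair genes, 4 were at least 2-fold lower and none was 2-fold higher. The median log2 difference was -0.13 for repair genes, at percentile 65.7, and 0.29 for p53 targets, at percentile 90.4.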

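Mitochondrial energy genes were mostly lower in the injected pool, inside the central 95% of the random lists before any correction. UQCRC1 and CYC1, subunits of respiratory complex III, were 71.8 against 330.0 FPKM and 274 against 1108 FPKM, and ATP5B, of ATP synthase, was 97.4 against 386 FPKM. UQCRB, of the same complex III, was higher, at 4599 against 3027 FPKM. In the TCA cycle, the isocitrate dehydrogenase subunit gene IDH3G was 21.5 against 51.4 FPKM and MDH2 379 against 837 FPKM, while SUCLA2 was 4.90 against 1.99 FPKM. Of 39 oxidative phosphorylation genes, 9 were at least 2-fold lower and none was 2-fold higher, with a median log2 difference of -0.57 at percentile 14.1. COX7A1, a cytochrome c oxidase subunit gene outside this list, was higher in the injected pool, at 33.6 against 3.64 FPKM. For 14 TCA cycle genes the median was -0.47, at percentile 27.5. With the same total FPKM in each pool the 2 medians were -0.18 and -0.085. After loess fits on locus length and on local gene density the first was -0.49 and -0.55, below the central 95% at percentiles 2.35 and 1.64, and the second was -0.55, at percentile 10.0, and -0.80, at percentile 0.63. Among random lists matched also on local gene density both uncorrected medians stayed inside, at percentiles 15.4 and 16.7.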

Seven out of eight differentially expressed genes (*ENO1, ENO3, GPI, PFKL, TPI1, DHDH, GALE*) for monosaccharide catabolic process were found to be significantly higher in sham embryos. 

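PFKL, GPI, TPI1, ENO1, ENO3 and DHDH were at least 2-fold lower in the injected pool, with log2 differences from -1.82 to -1.41. PFKL, a subunit of the committing enzyme of glycolysis, on chromosome 1 of bosTau7 from 147490116 to 147517311, was 3.23 FPKM in the injected pool and 13.9 FPKM in the sham pool. The enolase gene ENO1 was 2.88-fold lower and ENO3 was 8.20 against 28.5 FPKM, GPI was 18.1 against 60.8 FPKM, and TPI1 was 10.5 against 33.2 FPKM. DHDH, a dihydrodiol dehydrogenase gene, was 36.0 against 96.9 FPKM. Other glycolytic genes were lower too, such as ALDOA at 126 against 437 FPKM and GAPDH at 242 against 783 FPKM over 2 loci, but the glucose transporter gene SLC2A3 and LDHA, of lactate dehydrogenase, were 1.46-fold and 1.43-fold higher. Of 15 glycolysis genes, 7 were at least 2-fold lower and none 2-fold higher, with a median of -0.77 at percentile 3.87. Without the genes the paper names, the median of 10 genes was -0.56, at percentile 22.6. The paper chose the genes it names on these pools, so their direction is not independent evidence.

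**Figure D3:**
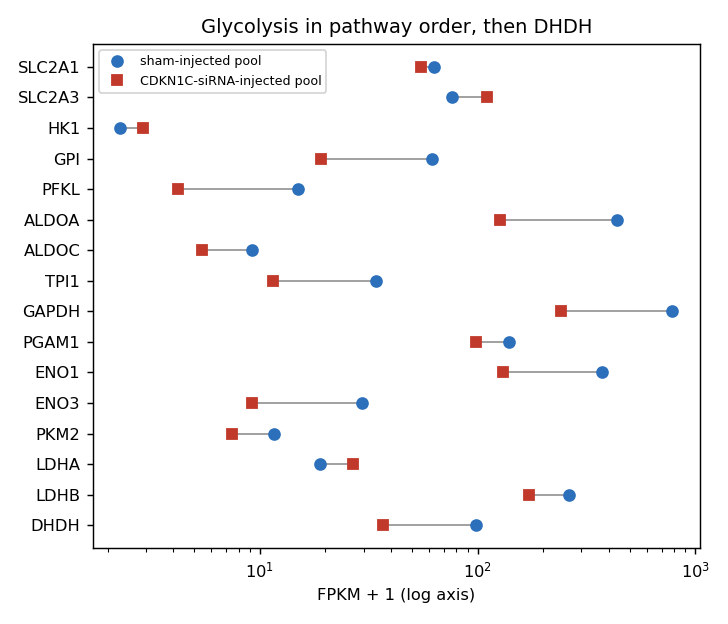
FPKM + 1 (horizontal, log axis) of 15 glycolysis genes in pathway order, then DHDH, in the sham-injected pool (blue circles) and the CDKN1C-siRNA-injected pool (red squares), 1 library each. The red squares lie to the left for most genes, and to the right for SLC2A3, HK1 and LDHA.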

Interestingly, *ENO1* and *ENO3* code for enolase, which is one of the last steps in glycolysis [54]. Glycolysis, which is a redox reaction, is a pathway that derives adenosine triphosphate (ATP), a main source of energy in the cell. It has been suggested that shifts in redox reactions can affect cell activities post-compaction and at differentiation, which are two critical processes in the bovine pre-implantation embryo [55]. In addition, enolase may serve as a receptor for ligands on the surface of the cell [56]. This is intriguing as the extracellular region pathway was also enriched for differentially expressed genes in this study. 

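Extracellular matrix genes went both ways. NID2, a basement membrane protein gene, was 16.1 FPKM in the injected pool and 3.42 FPKM in the sham pool and PLOD2, a collagen lysine hydroxylase gene, 2.56 against 0.170 FPKM, while the metalloproteinase inhibitor genes TIMP1 and TIMP2 were lower after injection, at 147 against 332 FPKM and 42.3 against 93.5 FPKM. Fibronectin, FN1, was 177 against 161 FPKM. Of 18 matrix genes, 4 were at least 2-fold higher, all of them in Table S3, and 2 at least 2-fold lower, and the median log2 difference was 0.069, at percentile 82.7, and without the genes of Table S3 -0.32 over 14 genes, at percentile 30.9. Markers of fibroblasts and mesenchyme had a median of 0.95 over 8 genes, at percentile 100, and of 0.49 over 5 genes without those of Table S3, at percentile 96.8. Over 20 such markers above 0 in either pool it was 0.12, at percentile 99.7. SPARC, a matrix glycoprotein gene of this list, was 50.0 against 49.8 FPKM, and the collagen gene COL1A2 1.86 against 1.04 FPKM. Markers of cumulus and granulosa cells had a median of -0.19, with GATM at 6.57 against 0.686 FPKM and HSD3B1 at 3.29 against 15.7 FPKM, and those of hypoblast, the primitive endoderm of the blastocyst, had a median of 0.033, with the laminin gene LAMB1 at 15.5 against 8.55 FPKM and HNF4A at 1.16 against 3.78 FPKM.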

During the transition from morula to blastocyst, cells of the pre-implantation embryo undergo numerous changes including differentiation into specific cell types. Although there are numerous hypotheses regarding the mechanism of cell fate and differentiation during this time, cell signaling has been suggested as a key component [57]. Early studies have suggested that CDK inhibitors have functional roles in extracellular signaling and as such, reduction of *CDKN1C* may be altering factors on the cellular membrane responsible for cell signaling [58]. Thus, reducing the level of *CDKN1C* and preventing protein production via RNAi leads to global changes in the bovine pre-implantation embryo and uncovers new genes and pathways regulated by this gene beyond its immediate responsibilities in the cell cycle.

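Across 7984 genes the median log2 difference between the injected and the sham pool was -0.17, and 79.4% of genes lay within 2-fold. Trophectoderm and inner cell mass genes went both ways. The trophectoderm keratin gene KRT8 was 1610.5 FPKM in the injected pool and 5759.9 FPKM in the sham pool and CDX2, a trophectoderm transcription factor gene, 1.19 against 3.76 FPKM, while the transcription factor gene DLX3 was 2.99 against 1.33 FPKM. POU5F1, a pluripotency gene of the inner cell mass, was 56.3 against 170.1 FPKM and GDF3 0.852 against 5.94 FPKM, while DPPA3 was 41.0 against 30.6 FPKM. Of 13 inner cell mass and epiblast genes 10 were lower, 4 at least 2-fold, and none was 2-fold higher. Of 14 trophectoderm genes 8 were lower, 3 at least 2-fold, and 1 was at least 2-fold higher. The median was -0.48 for 14 trophectoderm genes, at percentile 17.4, -0.63 for 13 inner cell mass and epiblast genes, at percentile 4.70, and -0.54 for 72 ribosomal protein genes, at percentile 13.3. Of 34 textbook lists with at least 3 measured members, 5 had a median above and 2 below the central 95% of the random lists. The paper's own lists are not counted here. Without the genes of Table S3, the interferon-stimulated and fibroblast medians, both above it, lay inside at percentiles 87.2 and 96.8. Other calls changed with the processing. The epithelial junction median turned to -0.036 after the loess fit on locus length, inside at percentile 83.5. Against lists matched also on local gene density, the polyamine and endonuclease medians lay inside, at percentiles 97.47 and 2.66. With all members above 0 in either pool, the Y-linked median was -0.066, at percentile 20.6. The members this added had means under 1 FPKM, for which adding 1 FPKM understates differences. Some medians passed outside instead, such as glycolysis after the length fit, at percentile 1.89. The difference between the pools went with local gene density, a trend looked for only after the values were seen. Among genes with 1 to 11 genes within 1 Mb the median log2 difference was 0.25, and among those with 71 to 120 it was -0.70, with a Spearman correlation of -0.42 across genes, which are not independent replicates. Medians of autosomes ran from -0.61 on chromosome 25 to 0.24 on chromosome 6. From the genes and pathways that differ between sham- and siRNA-injected embryos, the paper concludes that CDKN1C affects expression across the embryo and acts beyond its part in the cell cycle.

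**Figure D4:**
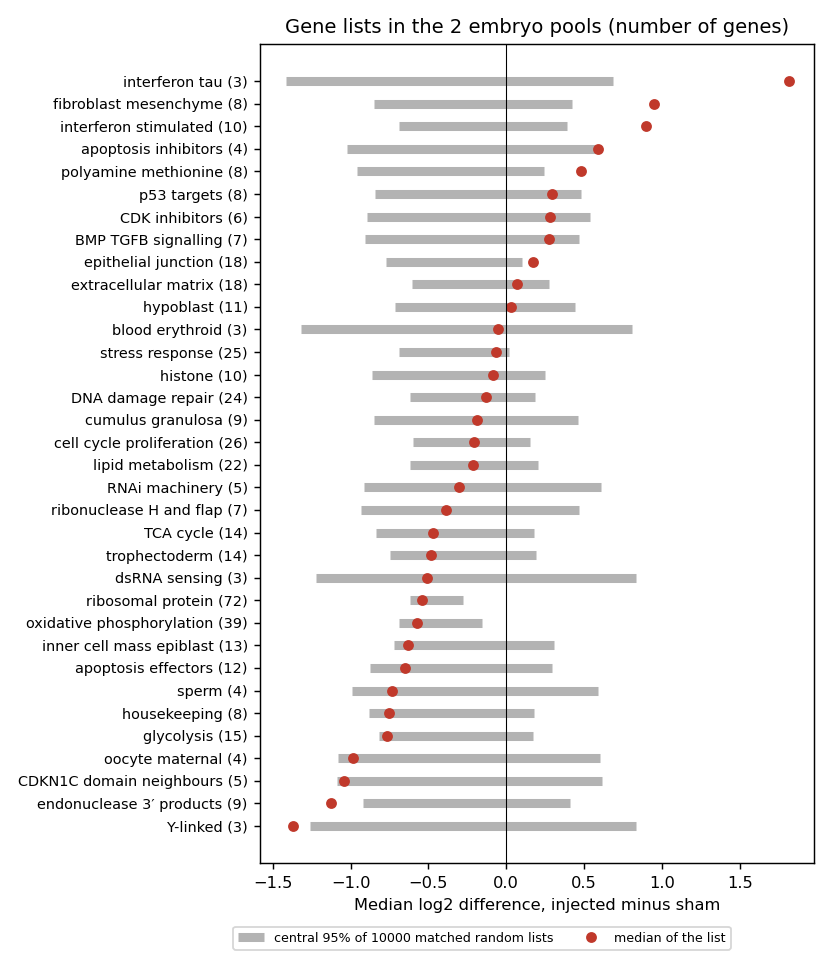
Median log2 difference (horizontal, injected minus sham) of each of the 34 textbook gene lists, with the number of genes in parentheses. Red points are the medians and grey bars the central 95% of 10000 random lists of the same size matched on mean FPKM. Interferon tau, fibroblast, interferon-stimulated, polyamine and epithelial junction genes lie to the right of their bars. Endonuclease and Y-linked genes lie to the left. The epithelial junction median came inside after the loess fits on locus length and local gene density, at percentiles 83.5 and 90.5. The polyamine and endonuclease medians came inside lists matched also on local gene density, at percentiles 97.47 and 2.66. The Y-linked median came inside with all members above 0, at percentile 20.6, where the added members had means under 1 FPKM. Without the genes of Table S3 the interferon-stimulated and fibroblast medians lay inside, at percentiles 87.2 and 96.8.

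**Figure D5:**
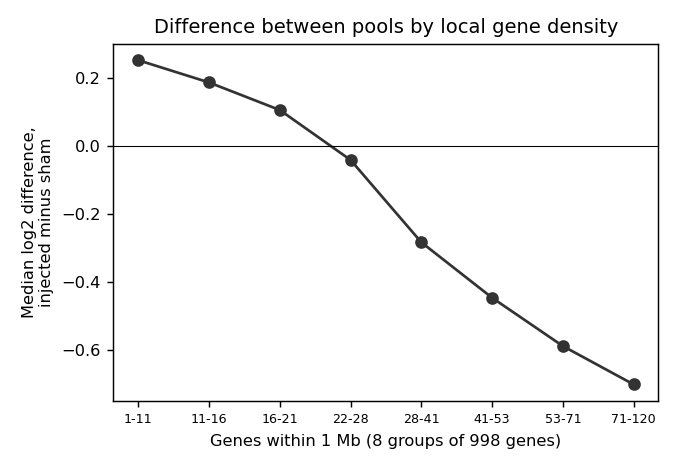
Median log2 difference (vertical, injected minus sham) of 8 groups of genes of equal size, ordered by the number of genes within 1 Mb of each gene (horizontal). The median goes from 0.25 in the least dense group to -0.70 in the densest.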

### Conclusions

This study revealed 10 differentially expressed imprinted genes between blastocyst and degenerate embryos, among which *PHLDA2* showed a higher expression level in degenerates than blastocysts and *CDKN1C* showed a higher expression level in blastocysts compared to degenerates. Knockdown of *PHLDA2* and *CDKN1C*–which are located in the same gene cluster–resulted in significant changes in embryo development using gene-specific siRNA injection into one-cell zygotes. RNA-Seq transcriptomic analysis of *CDKN1C*-siRNA injected vs. non-injected embryos revealed many genes and pathways that may be regulated by *CDKN1C* with functions critical to developing embryo. We conclude that *CDKN1C* and *PHLDA2* are major contributors to bovine embryo development.

## Methods

### In-vitro Fertilization, Embryo Culture, and Morphological Grading

Ovaries from cows were obtained from Applied Reproductive Technologies (Madison, WI) with a permission to use these ovaries for in vitro production of embryos, and upon arrival underwent aspiration of antral follicles (2–6 mm). Maturation of oocytes and fertilization were accomplished by combining sperm, heparin, and PHE with the oocytes as described in Khatib et al. [2]. Briefly, cumulus oocyte complexes were matured in M-199 supplemented with gonadotropins (FSH, LH, and estradiol), gentamicin, sodium pyruvate and 10% fetal bovine serum for 24 hours. After maturation, the cumulus oocyte complexes were washed in Tyrode's albumin lactate pyruvate(TALP)-Hepes buffer and transferred to fertilization media. Fertilization media consisted of IVF-TL (Specialty Media, Phillipsburg, NJ) supplemented with sodium pyruvate, gentamicin and fatty acid free bovine serum albumin(FAF-BSA). The oocytes were fertilized with frozen-thawed semen using the percol sperm separation technique described by [59] and adjusted to a final concentration of 1 million/ml. Once fertilized, the presumptive zygotes were incubated for 24 hours, then presumptive zygotes were stripped of their cumulus cells, washed once in TALP-Hepes. Those embryos designated as controls were directly placed in groups of 25 per 50 µL drop of SOF media (Specialty Media, Phillipsburg, NJ) supplemented with sodium pyruvate, gentamicin, FAF-BSA. Embryos designated as GFP control, sham or injected underwent the protocol described later for siRNA injection before being placed into SOF media for culture. At day 5 of development all embryos underwent morphological assessment via light microscopy, where in vitro-produced embryos should reach approximately 16–32 cells and show evidence of cellular compaction and coalescence by this time. Embryos failing to show both of these properties were deemed “early degenerates” and removed from the study. Culturing and incubation was then continued until day 8 of development when the second morphological evaluation was performed. Embryos with a fluid filled cavity (blastocoele) giving evidence of cellular differentiation into the ICM and trophectoderm, were classified as “blastocysts” (Figure S3). Embryos that showed compaction at day 5 but failed to form a blastocoele cavity were deemed as “late degenerates” (Figure S3). These two populations of embryos were used for analysis and collected into RNALater (Ambion, TX) solution to preserve RNA integrity. For initial transcriptomic analysis, four randomly sampled pools of embryos (two blastocyst and two degenerate pools) were created (n = 20 embryos/pool) using a single sire. A second set of pools (two blastocyst and two degenerate) was created (n = 20 embryos/pool) using a second sire.

Total RNA was extracted from the embryo pools using RNaqueous Micro (Ambion). Quality control of the RNA was performed using the RNA6000 NanoChip (Agilent Technologies, CA) with the Agilent 2100 Bioanalyzer to determine banding for 18S and 28S ribosomal RNA. Due to limitations in the amount of RNA in embryos, linear amplification was performed using the MessageAmp II aRNA amplification kit (Ambion). DNase I treatment was then performed using the RNaqueous Micro kit (Ambion) to ensure no genomic contamination in the samples.

### Quantitative Real-Time RT-PCR (qRT-PCR)

The cDNA was synthesized from the amplified RNA using the iScript cDNA synthesis kit (Bio-Rad Laboratories, CA). Primers for qRT-PCR were designed using Beacon Software (Premier Biosoft, CA) to span exons if possible (Table S4). Six genes had only one exon (*MAGEL2, MKRN3, NDN, H19, NAP1L5,* and *MIM1*), and as such, DNase treatment of the RNA pools prior to cDNA synthesis was used to ensure no genomic contamination. In addition, PCR reactions were performed with DNase-treated RNA samples using primers designed in introns of the gene 7-dehydrocholesterol reductase (*DHCR7*) to test for the presence of genomic DNA in RNA samples. After two rounds of DNase treatment, no product was observed deeming the samples free of DNA contamination. An internal control gene for normalization was chosen using the Vandesompele method [60]. Briefly, three genes (Beta actin- *B-ACTIN;* ribosomal protein, large, P0, RPLP0; and glyceraldehyde phosphate dehydrogenase-*GAPDH*) were tested for stability across all samples. The gene with the lowest stability value (*GAPDH*, M = 0.26) was chosen as an adequate housekeeping gene for further assays. All imprinted genes underwent initial expression analysis to determine transcript abundance and those showing expression were then subsequently tested between morphological groups to quantify differential expression utilizing the ECO real-time PCR system (Illumina, San Diego, CA). The relative gene expression values were calculated using the 2^−ΔΔCt^ method [61]. Statistical analysis was performed using R version 2.15.2 (www.r-project.org/). The expression analysis for differentially expressed imprinted genes was analyzed using analysis of variance (ANOVA) of ΔCt values to determine possible sire and morphological effects.

### Analysis of DNA Methylation of *PHLDA2* by Bisulfite Sequencing

To evaluate the methylation status of *PHLDA2*, genomic DNA from embryo pools and tissues was treated with bisulfite and purified using the Epitect Bisulfite Kit (Qiagen). We performed the methylation analysis on pools of 20 blastocysts or degenerates. One pool for each of the developmental statuses was evaluated. Nonetheless, embryos were collected at multiple times to obtain the sufficient number of embryos in the pools. Bisulfite-treated DNA was first amplified by a PCR reaction for 40 cycles. The PCR products were gel purified and amplified in a second PCR reaction for 18 cycles using the same primers. The PCR products were gel purified, ligated to the pGEM-T Vector (Promega, WI), and transformed into JM101 competent cells (Promega) following the manufacturer’s instructions. Bacterial colonies were screened for the presence of a single copy of insert fragment by PCR with primers pairing with vector sequences flanking the TA cloning site. Each embryo on average contained 100–150 cells. Thus there were a total of approximately 4000–6000 chromosomes in the pool. We sequenced ∼20 clones and selected only those with the highest quality of sequence before looked at their actual sequences. The PCR products were sequenced to obtain bisulfite-converted DNA sequences. Association between DNA methylation at each CpG site with developmental status or tissue was tested by Fisher’s exact test. Only CpG sites with a combined (two samples in comparison) methylation level between 10% and 90% were tested, and statistical significance was declared at a P<0.01.

### siRNA Design and Synthesis

siRNA sequences were designed and synthesized by Sigma-Aldrich (St. Louis, MO). A BLAST of siRNA sequences was done against the bovine mRNA reference sequence to ensure that there would be minimal off-target effects. Research has shown that naturally produced siRNA have a 5′-phosphate on the antisense strand that participates in activation of the RNA induced silencing complex (RISC) [62]. Although most synthetically-produced siRNAs have a 5′-OH (antisense), ATP-dependent phosphorylation occurs shortly after introduction into the cell [62]. Given that we are injecting siRNA into a newly developing embryo with limited stores of ATP, a 5′-Phosphorylation modification was added to minimize reduction of energy stores in the embryo. The siRNA duplex sequences were *PHLDA2* antisense [Phos]AGUAGCACCGGGCUAUAUCdTdT, *PHLDA2* Sense GAUAUAGCCCGGUGCUACUdTdT, *CDKN1C* antisense [Phos]AAAUCCCUGAGUGCGGCGGdTdT, and *CDKN1C* sense CCGCCGCACUCAGGGAUUUdTdT. For siRNA injection three concentrations were assessed (100 uM, 150 uM, 200 uM).

### Experimental Controls

Two control groups were designed to help infer effects of single-gene knockdown. In the first control group (sham control), embryos underwent mechanical puncturing by the microinjection needle but no siRNA delivery in order to assure that potential phenotypic observations are due to the siRNA, and not a result of mechanical damage due to injection. The second group was a baseline control that consisted of embryos produced by our conventional IVF system. The third control group consisted of embryos that were injected with an siRNA specific to green fluorescent protein (GFP). A sequence that is not native to mammalian species, GFP serves as a control to ensure that any effects due to siRNA knockdown are gene specific. The sequences used for GFP siRNA are as follows: GFP-sense GCCACAACGUCUAUAUCAUdTdT and GFP-Antisense [Phos]AUGAUAUAGACGUUGUGGCdTdT. A concentration of 200 uM GFP siRNA was chosen for subsequent analysis and delivered in the same volume (∼7–10 picoliters) as the remaining siRNA.

### Embryo Preparation and Microinjection of siRNA

In vitro maturation followed the protocol outlined in Khatib et al. [2] except that putative zygotes were incubated for 18-hours. After this period, zygotes were removed from fertilization media, denuded of cumulus-complexes, and then prepared for microinjection. Microinjection of the zygotes was performed using an inverted Nikon Diaphot microscope (200x magnification) as described by Nganvongpanit et al. [15] with some modifications. In summary, a group of 25–35 zygotes were placed in a droplet of TALP-Hepes wash media with a mineral oil overlay. A microinjection needle was used to pierce the zona pellucida and deposit approximately ∼7–10 picoliters of siRNA into the cytoplasm of the zygote using the MINJ-D pressurized microinjection system (Tritech Research, CA). Zygotes were then washed twice in TALP-HEPES wash media post-injection and placed in SOF culture medium and incubated under the parameters mentioned above.

### Morphological Grading

Cleavage rates were assessed as a marker of fertilization for this study. In addition, embryos were assessed on day 8 of culture for blastocyst development. Embryos at the blastocyst stage were collected from each treatment group and underwent RNA extraction, cDNA synthesis, and qRT-PCR as outlined in the previous sections. Comparison of cleavage and blastocyst rates was completed using a chi-squared test for contingency with statistical significance deemed at P<0.05.

### RNA-Seq Pathway Analysis of siRNA and Non-siRNA Injected Embryos

Total RNA from control, sham-injected, and siRNA-injected *CDKN1C* embryo pools underwent amplification using the MessageAmp II aRNA Amplification Kit (Ambion). Libraries of amplified RNA for each pool were prepared following the Illumina mRNA-Seq protocol. Sequencing libraries were created from 50 ng samples and sequenced with Illumina’s HiSeq 2000 at the University of Wisconsin-Madison Biotechnology Center. Mapping reads to the bovine reference genome, assembly of transcripts and estimation of differential expression, and Gene Ontology (GO) enrichment analysis was performed as described in Driver et al. [63]. Sequencing reads were mapped to the reference genome (bosTau7) using the software package Tophat (v2.0.4) [64]. Cufflinks (v2.0.2) was used to assemble transcript models from alignments and to estimate their abundance in the transcriptome [65]. Abundances of transcripts were upper-quartile normalized and also corrected for sequence bias in order to improve expression estimates [66]. Differential expression of genes was tested using Cuffdiff, a tool part of the Cufflinks package for testing differential gene expression [64]. In addition, GO enrichment analysis was performed using the GOseq (v1.8.0) package [67] that is available in the R language/environment. Biological pathways with a FDR <0.10 were considered significant.

## Supporting Information

Figure S1 **DNA methylation of PHLDA2 in bovine tissues.** Clones from allantois, heart, and spleen DNA are shown in red, black, and blue, respectively.
(TIFF) Click here for additional data file.

Figure S2 **Morphological comparison of blastocysts on day 8 of culture.** Box A (left) shows a representative sample of blastocysts that were injected with CDKN1C siRNA. Box B (right) shows representative samples of control (non-injected) blastocysts.
(TIFF) Click here for additional data file.

Figure S3 **Morphological assessment of embryos.** Compacted morulas (A) that were cultured until day 8 of development and either showed signs of blastocoele formation (B) or degeneration (C).
(TIFF) Click here for additional data file.

Table S1 **Injection of 100 uM and 150 uM PHLDA2 siRNA under heat stress.**
(DOC) Click here for additional data file.

Table S2 **Injection of 100 uM and 150 uM** ***PHLDA2*** **siRNA under presumptive post-heat stress.**
(DOC) Click here for additional data file.

Table S3 **Genes that were differentially expressed between sham and injected embryos using RNA-seq.**
(DOC) Click here for additional data file.

Table S4 **Primer sequences for real-time PCR reactions and product sizes.**
(DOC) Click here for additional data file.

# Supplementary material for: Knockdown of CDKN1C (p57kip2) and PHLDA2 Results in Developmental Changes in Bovine Pre-implantation Embryos
**Source:** PLoS One. 2013 Jul 22;8(7):e69490. doi: 10.1371/journal.pone.0069490
**Supplement:** Table S1 — Injection of 100 uM and 150 uM PHLDA2 siRNA under heat stress.

**Table S1. Injection of 100 uM and 150** uM PHLDA2 siRNA under heat stress

| Treatment Group | Total | Cleaved | Cleavage Rate | Blastocysts | Blastocyst Rate |
| --- | --- | --- | --- | --- | --- |
| Control | 166 | 123 | 68%a | 6 | 5%a |
| *PHLDA2* siRNA 100 uM | 70 | 48 | 68%a | 8 | 15%b |
| *PHLDA2* siRNA 150 uM | 74 | 43 | 61%b | 2 | 4%a |

Differing superscripts within a column denote statistically significant differences (*P* < 0.05).

# Supplementary material for: Knockdown of CDKN1C (p57kip2) and PHLDA2 Results in Developmental Changes in Bovine Pre-implantation Embryos
**Source:** PLoS One. 2013 Jul 22;8(7):e69490. doi: 10.1371/journal.pone.0069490
**Supplement:** Table S2 — Injection of 100 uM and 150 uM PHLDA2 siRNA under presumptive post-heat stress.

**Table S2. Injection of 100 uM and 150 uM *PHLDA2*** siRNA under presumptive post-heat stress

| Treatment Group | Total | Cleaved | Cleavage Rate | Blastocysts | Blastocyst Rate |
| --- | --- | --- | --- | --- | --- |
| Control  Sham | 105  96 | 70  54 | 66.7%  56.25% | 14  10 | 20%  18.25% |
| *PHLDA2* siRNA 100 uM | 97 | 64 | 65.98% | 16 | 25% |
| *PHLDA2* siRNA 150 uM | 125 | 91 | 72.8% | 17 | 18.68% |

# Supplementary material for: Knockdown of CDKN1C (p57kip2) and PHLDA2 Results in Developmental Changes in Bovine Pre-implantation Embryos
**Source:** PLoS One. 2013 Jul 22;8(7):e69490. doi: 10.1371/journal.pone.0069490
**Supplement:** Table S4 — Primer sequences for real-time PCR reactions and product sizes.

**Table S4. Primer sequences for real-time PCR reactions and product sizes.**

| Gene | Primer | Sequence (5’-3’) | Amplicon (bp) |
| --- | --- | --- | --- |
| *UBE3A* | Forward | GGGACTCTGTTGTGATTAGGG | 171 |
|  | Reverse | TAGGTAACCTTTCTGTGTCTGG |  |
| *NDNa* | Forward | AACGTGCTGCGCATCTTG | 103 |
|  | Reverse | TCAGGTAGTTCTGCTGGACGAA |  |
| *MAGEL2b* | Forward | CTGATGGTGGTTCTGAGCCT | 257 |
|  | Reverse | CAGGACAATCATCTTGCTGG |  |
| *MKRN3* | Forward | CTGCAGACAGCGGCCCTAGC | 222 |
|  | Reverse | CCCGGTAGGGTTGCCCAGGA |  |
| *CDKN1C* | Forward | CAAGCGGCTGCGATGAGAG | 67 |
|  | Reverse | TCCTGTCCACTGCCCAACG |  |
| *IGF2R* | Forward | CAGTCGCAAAGTCGGAACC | 140 |
|  | Reverse | GGTCACAGTGGAAGAAGATGG |  |
| *PEG3c* | Forward | CGCCAAAGTCAGGGAGAG | 150 |
|  | Reverse | CTTAACTGCCAGGACACC |  |
| *NAP1L5* | Forward | TCCTTTCGTCACAGTATCGC | 118 |
|  | Reverse | TGAGTTCTGCTGCTGCTG |  |
| *TSSC4* | Forward | TGCCACCAAGAACCTTCG | 106 |
|  | Reverse | CCTCTGCCATGTGTCACC |  |
| *PEG10* | Forward | CTTTCCAGCCTTCGCAGAG | 126 |
|  | Reverse | CTTCACTCCTGTGGCAATGG |  |
| *USP29* | Forward | AGGAGGAAGTTCCCTTTGTTGC | 143 |
|  | Reverse | TCTCTGTGACGGCTGAAATAGC |  |
| *RTL1* | Forward | CCCTCCTCTACCACCCCAAG | 107 |
|  | Reverse | CTTGCCCGTCCGCTTGTC |  |
| *NNAT* | Forward | CACCCACCCACCAGTCTC | 142 |
|  | Reverse | TTCTCGACACCGTGTATGC |  |
| *MIM1* | Forward | ACTCGGTTGTCAGTCACAC | 115 |
|  | Reverse | GAATTTCCATCGTCTTATTAGC |  |
| *IGF2* | Forward | TGCTGCTATGCTGCTTACC | 151 |
|  | Reverse | AACACTCTTCCACGATGCC |  |
| *H19* | Forward | CGTTCCTTTAGTCTCCTGAC | 119 |
|  | Reverse | AGTCCGTGTTCCAAGTCC |  |
| *XIST* | Forward | CCACTGAGCAACAACTCTAGG | 126 |
|  | Reverse | GGCAAATATGAAGGGAACAACC |  |
| *RPLP0* | Forward | GACAATGGCAGCATCTAC | 198 |
|  | Reverse | GAAGGTGTAATCAGTCTCC |  |
| *B-ACTIN* | Forward | AGGCCAACCGTGAGAAGATGAC | 100 |
|  | Reverse | CCAGAGGCATACAGGGACAGC |  |
| *GAPDH* | Forward | TGCCCAGAATATCATCCC | 134 |
|  | Reverse | AGGTCAGATCCACAACAG |  |

a*NDN* primers referenced from Wee et al. [68]

b*MAGEL2* primers referenced from Tveden-Nyborg et al. [30]

c*PEG3* primers referenced from Katz-Jaffee et al. (2008)

How the deposited data were processed for this re-analysis (not part of the article)

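Gene expression was compared between 1 pool of CDKN1C-siRNA-injected embryos and 1 pool of sham-injected embryos, the latter punctured without siRNA. The authors amplified the RNA of each pool, sequenced it, mapped the reads to bosTau7 with TopHat and made FPKM values with Cufflinks 2.0.2, as deposited, with upper-quartile normalization and a correction for sequence bias. The paper's text does not name the gene annotation or the threshold for a gene, and its methods name Cuffdiff and GOseq for the tests, which were not repeated. Each pool has 22220 loci, of which 615 carry no symbol and hold 3.37% and 3.41% of all FPKM in the injected and the sham pool. Loci without a symbol were left out of the gene comparison, and loci with the same symbol were summed, which gave 21209 symbols.

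For each gene the difference was log2 of the ratio of injected to sham FPKM after adding 1 to each, over the 7984 genes with a mean of at least 1 FPKM. A difference of at least 4-fold on this scale was counted. With a single library in each group, no test between pools was run and no error is given, and the number of reads behind a value is unknown. In a test on simulated data the rule called 100 of 100 genes planted at 8-fold, 1 of 100 planted at 2-fold and 0 others. The planted folds lie on either side of the cutoff. The test therefore says nothing on the spread between embryo pools, which single libraries cannot give. For Table S3 the ratio without an added value was used, at the table's own positions. Of 43 gene lists, 36 came from textbook knowledge and the others from the paper. A list's median over members with a mean of at least 1 FPKM was placed among 10000 random lists of the same size drawn from 20 groups of genes by mean FPKM.

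Genes are named by a rule. It covers the genes the paper names for RNA-Seq, those of Table S3, its imprinted genes and its candidate qRT-PCR reference genes. It also covers the 10 highest and 10 lowest differences among genes with a mean of at least 5 FPKM. From each list it takes the 3 highest and 3 lowest members. Some of these genes are not reported here. Alternatives were a pseudocount of 0.1 or 5, no filter on low values or a mean of at least 5 FPKM, the median difference set to 0, the same total FPKM in each pool, GAPDH as the reference for CDKN1C, a fold of 2 or 10, the locus with the highest mean in place of the sum, all list members above 0 in either pool, and a loess fit on locus length with a span of 0.3. A correction for GC content was not run, since no genome sequence was at hand. After the data were seen, a loess fit on the number of genes within 1 Mb was added, and random lists matched on mean FPKM in 10 groups and on that number in 8 groups. Computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, statsmodels 0.14.6 and matplotlib 3.10.9.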

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

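The test of the scaling between the pools was chosen after the result was seen, as were the fits on local gene density, the comparison with the 62 other metabolic genes and with the full hypoblast list, and the bootstrap ranges given in parentheses. Outside Table S3, 7 genes with a mean of at least 5 FPKM were at least 4-fold higher in the injected pool than in the sham pool after adding 1 FPKM. IGFBP7 had a log2 difference of 5.02 and MFAP5, a microfibril protein gene, one of 3.69, at 14.2 and 0.177 FPKM. COX7A1, a subunit of cytochrome c oxidase, had a difference of 2.90, at 33.6 and 3.64 FPKM, and EIF2S3, an X-linked translation factor gene, one of 2.01, at 59.3 and 14.0 FPKM. For LOC100297492 it was 2.99 and for LOC777601 2.36. The symbol MIR1248-2 stands on a locus of chromosome 10 from 58729617 to 58917033, far longer than a microRNA, so its 32.1 FPKM in the injected pool, against a listed 0 in the sham pool, is the value of that locus and not of the microRNA.

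Of 69 metabolic genes 54 were lower in the injected pool, with a median log2 difference of -0.58 at percentile 3.83, inside the central 95% of random lists, and without the genes the paper names the median of 62 was -0.51, at percentile 13.1. With the same total FPKM in each pool the 7 monosaccharide catabolic genes had a median of -1.31 (bootstrap range -1.40 to -1.12), but the paper chose them on these pools, and the other 62 had one of -0.12 (-0.32 to 0.15), so the scaling between the pools stays open. After a loess fit on locus length, 98.8% of the distance of 69 metabolic genes from the median of all genes was kept (55.2 to 134), and after one on local gene density 123% (66.9 to 170). Both values pass a bound of 80% set before they were computed, though for density after that trend had been seen, but their ranges reach below it, a condition added later still, so a part played by either trend stays open. A biological effect of CDKN1C siRNA stays open too, since it cannot be separated from any other difference between single pools.

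Of 10 interferon-stimulated genes 5 were at least 2-fold higher in the injected pool. Without the genes of Table S3, the median of 6 genes was 0.31 (-0.54 to 0.90), too wide a range to say whether the class as a whole was higher. The summed interferon tau FPKM was 3.91-fold higher in the injected pool, and more interferon tau is a candidate explanation, each of the 3 genes with a mean of at least 1 FPKM passing the 2-fold difference set in advance, although IFNT2 is itself in Table S3, the copies may share reads, and IFN-tau-c1, below that mean and named after its value was seen, was 0.339 and 0.589 FPKM. A response to siRNA of any sequence stays open and untested, because the sham pool received none.

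Some extracellular matrix and mesenchymal genes were higher in the injected pool, with a median of 2.15 for 4 matrix genes of Table S3. The hypoblast list had a median of 0.033 over 11 genes, with members both ways, and of -0.15 (-0.48 to 0.34) without Table S3. Among its members, GATA6 was 14.0 and 13.7 FPKM and PDGFRA 2.58 and 1.82 FPKM in the injected and the sham pool. SOX17 was listed at 0 in both pools, and GATA4 at 0 and 0.0272 FPKM. The bound of 0.5 set in advance was for the shorter list, which leaves out genes of the pattern and so excludes nothing, and more hypoblast stays open. The cumulus and granulosa list had a median of -0.19 (-1.17 to 0.83), and its members went both ways, with SERPINE2 at 38.5 and 21.2 FPKM and CYP11A1 at 3.00 and 4.02 FPKM, so cumulus cells left on the embryos stay open, although the zygotes were denuded before injection, a step meant to remove them.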

How the results depend on the processing

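The fits and the matching on local gene density were chosen only after the data were seen, and in all cases below the cause was not tested. Of 312 values for 39 gene lists under the alternatives, 280 kept their side of the central 95% of random lists and moved by less than 1.5-fold in expression. Some could only change side, not move that far. Density-matched lists keep the median itself, and the scalings multiply the injected pool by only 1.15 and 1.32. Of the 280 values, 23 turned in sign, such as DNA repair to 0.22 and proliferation to 0.18 with the same total FPKM. The 10 apoptosis genes were higher under each pseudocount and scaling tried, but none of these settings could have turned them. An equal pseudocount keeps the order of the pools, and both scalings raised the injected pool. From 33 genes at least 4-fold higher and 84 lower, the counts became 86 and 259 with a pseudocount of 0.1, 9 and 19 with one of 5, 59 and 32 with the same total FPKM, 393 and 1255 at 2-fold, and 10 and 1 at 10-fold. A mean of at least 5 FPKM, with fewer genes tested, left 19 higher and 67 lower. CDKN1C relative to GAPDH had a log2 difference of -0.071. The glycolysis median passed below the random lists with a pseudocount of 0.1, at -0.88, and after the fits on locus length, at -0.72, and density, at -0.90, whereas density-matched lists put the uncorrected median at percentile 8.99. The endonuclease median came inside them after the same fits, at -0.81 and -0.64, and at -1.12 against density-matched lists. With all members above 0 the medians were 0.16 for interferon-stimulated genes and -0.033 for apoptosis effectors. The apoptosis inhibitor median of 0.59 passed above the random lists at 0.77 with the median difference set to 0, 0.93 with the same total FPKM, 0.34 with all members above 0, 0.66 and 0.65 after the fits on length and density, and against density-matched lists. Medians also passed outside the random lists for genes near CDKN1C, at -0.93 with all members above 0 and -0.99 after the density fit, for stress response, at 0.16 after the length fit, and, after the density fit, for housekeeping genes at -0.77 and oocyte genes at -1.05, the latter also against density-matched lists but at -0.086 with all members above 0. The polyamine list came inside the density-matched lists. The epithelial junction median of 0.17 turned to -0.036 and -0.020 after the fits on length and density, but uncorrected it stayed above density-matched lists, at percentile 99.32. The fit on GC content was not run. The read depth is unknown, so its effect on genes with low values is unknown too.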

Differences from the paper's values

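The paper's count of differentially expressed genes is 51, by a test whose gene threshold its text does not state, and the count by the 4-fold size rule was 117, so these rest on different criteria. In Table S3 the q value is under 0.05 for 20 of the 51 genes and at least 0.1 for 21, with a largest of 0.195. None of the alternatives set before the data were examined brought the count within 1.5-fold of the paper's. It was 345 and 28 with a pseudocount of 0.1 and 5, and 86 with a mean of at least 5 FPKM. It was 104 with the median difference set to 0 and 91 with the same total FPKM. It was 1648 at 2-fold, 11 at 10-fold and 116 with the locus of highest mean. With no filter on low values it was 117, which could not have changed. A gene with a mean under 1 FPKM cannot reach 4-fold after adding 1 FPKM.

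For CDKN1C the paper's qRT-PCR, normalized to GAPDH, gives a reduction of 50% in day 8 blastocysts. Its Results set this against the baseline control and its Discussion against sham and control groups, whereas the FPKM here compare with the sham pool. The FPKM were 70.6% lower as deposited, 66.2% with the median difference set to 0, 61.3% with the same total FPKM and 4.77% relative to GAPDH. The paper states that the named monosaccharide catabolic genes were significantly higher in sham embryos, but PFKL, GPI, TPI1, ENO1, ENO3 and DHDH, lower in the injected pool here, are not in Table S3. The paper also states that all the apoptotic genes were higher in injected embryos, as its 10 named genes were here, whereas BID, a pro-apoptotic gene of Table S3 that it does not name, was 43.3-fold lower at its Table S3 locus.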

Other observations

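The conditions that every Y-linked gene be lower and that no autosome stand out were set after the values were seen, as were the density-matched lists. Among imprinted genes the paper names, IGF2R was 12.8 FPKM in the injected and 14.8 FPKM in the sham pool, UBE3A 3.42 and 2.20 FPKM and NAP1L5 1.43 and 0.653 FPKM. Genes near CDKN1C had a median log2 difference of -1.04 over 5 genes (percentile 3.34), with CARS at 11.9 and 25.6 FPKM and ASCL2, a placental transcription factor gene, at 3.82 and 8.19 FPKM. Polyamine and methionine genes had a median of 0.48 over 8 genes (percentile 99.6), inside the central 95% of density-matched lists at percentile 97.47. Of these 5 were higher and 3 lower in the injected pool. SMS, of spermine synthesis, was 45.9 and 23.6 FPKM, and SRM, of Table S3, was 28.4 and 150 FPKM. Epithelial junction genes had a median of 0.17 over 18 genes (percentile 98.8). It turned in sign and came inside the random lists after the fits on locus length and density, at percentiles 83.5 and 90.5. Against density-matched lists the uncorrected median stayed above the central 95%, at percentile 99.32. Of these genes 4 were at least 2-fold lower and 1 higher, with TJP1 at 18.5 and 7.21 FPKM and CLDN7 at 6.62 and 38.7 FPKM.

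Medians of the other lists were -0.065 over 25 genes (percentile 93.2) for stress response, -0.085 over 10 genes (percentile 76.3) for histone genes, -0.76 over 8 genes (percentile 5.92) for housekeeping genes and -0.30 over 5 genes (percentile 27.2) for the RNAi machinery. For sensing of double-stranded RNA the median was -0.51 over 3 genes (percentile 27.3), and for blood genes -0.050 over 3 genes (percentile 63.1). Oocyte genes had a median of -0.98 over 4 genes (percentile 4.22) and sperm genes of -0.73 over 4 genes (percentile 8.77), with TNP1 at 25.3 and 99.5 FPKM. The leukocyte list had 1 measured gene, TYROBP, listed at 0 in the injected pool and at 2.67 FPKM in the sham pool. The paper tested RPLP0 and ACTB as candidate qRT-PCR reference genes beside GAPDH, which it chose. RPLP0 was 445 and 1389.8 FPKM and ACTB 2484 and 1879 FPKM.

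A larger share of female embryos in the injected pool may account for the higher XIST and for a median of -1.37 over 3 Y-linked genes, but EIF2S3Y had a log2 difference of 0.10 and EIF1AY one of -2.53, so this stays open. Of all 7 genes on the Y with a mean of at least 1 FPKM, 4 were at least 2-fold lower, and the median of the 7 was -1.16. Among the lower ones, LOC100849362 of Table S3 was 21.2 and 152 FPKM. The list with all members above 0 had a median of -0.066 over 9 genes. The members this added had means under 1 FPKM, for which adding 1 FPKM understates differences. X-linked genes lay 0.35 above autosomal genes in median log2 difference, at percentile 100 of lists matched also on local gene density. Their median was 0.175, with an upper bound of 0.059 for the central 95% of such lists. Of 29 autosomes, 3 lay above their bounds too, by less. Chromosome 2 had 0.034 against 0.032, chromosome 6 had 0.236 against 0.223 and chromosome 19 had -0.341 against -0.376. Since autosomes pass as well, the X-linked part stays open too. By the values set in advance alone, both would have counted for a larger share of female embryos.

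Among genes with a mean of at least 5 FPKM, 19 were at least 4-fold higher and 67 lower in the injected pool. Of the lower ones outside Table S3, LOC100297647 was 1.43 and 17.0 FPKM and ARL2, of a small GTPase, 0.830 and 11.8 FPKM, and a locus with the symbol MIR1282, longer than a microRNA, was listed at 0 in the injected pool and at 146 FPKM in the sham pool.

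After a loess fit on locus length, 93.1% of the median absolute log2 difference was kept for 44 genes of Table S3, and after one on local gene density, added after the data were seen, 92.2% for 43 genes. Genes of the table that were higher in the injected pool had a median of 17 genes within 1 Mb, those higher in the sham pool 48, and all tested genes 28. The paper chose these genes on the same pools and GC content was not tested, so a bias that follows GC content or gene density stays open.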
